# Long-term preservation of muscle function and structure by repeated administration of cardiosphere-derived cells in *mdx* mice

**DOI:** 10.1016/j.stemcr.2025.102468

**Published:** 2025-03-20

**Authors:** Russell G. Rogers, Jack Antich, Mario Fournier, Ariel Omidfar, Lizbeth Sanchez, Juliet Alfaro, Jonah Zarrow, Nancy Manriquez, Alessandra Ciullo, Jackelyn Valle, Eduardo Marbán

**Keywords:** cardiosphere-derived cells, cell therapy, Duchenne muscular dystrophy, extracellular vesicles, regenerative medicine

## Abstract

Duchenne muscular dystrophy (DMD) is a progressive myodegenerative disease that leads to severe muscle weakness and premature death. Mouse cardiosphere-derived cells (mCDCs) and extracellular vesicles (EVs) secreted by human cardiosphere-deriveds (hCDC-EVs) are therapeutic to mice with advanced-stage DMD. Here, we investigated the long-term benefits of monthly dosing when initiated early. At the endpoint, exercise performance and skeletal muscle function were strikingly preserved in *mdx* mice that had received mCDCs, but not in vehicle control. In contrast, the beneficial effects of hCDC-EVs waned after 6 months, in parallel with the development of anti-hCDC-EV antibodies. Further investigation showed that mCDCs lowered fibrosis and initiated a myogenic response program in *mdx* skeletal muscle. Thus, early and sustained intervention with mCDCs prevents disease progression for up to 1 year in *mdx* mice. This discovery offers new insights into how cell therapy can be used to treat DMD and motivates clinical testing of CDCs beginning in newly diagnosed DMD.

## Highlights

• Exercise performance and muscle function decline in *mdx* mice during aging
• Repeated dosing of mCDCs protects against functional decline in aging *mdx* mice
• mCDCs attenuate muscle fibrosis and initiate a regenerative gene program
• Repeated dosing of hCDC-EVs triggers an immunological response in *mdx* mice

## Introduction

Duchenne muscular dystrophy (DMD) is a progressive X-linked degenerative disease of striated musculature. DMD stems from mutations in the gene encoding dystrophin, resulting in deficiency of this “shock absorber” protein that stabilizes the cell membrane during contraction (Duan et al., 2021). The resulting chronic muscle damage is manifested as inflammation, degeneration, and fibrosis (Duan et al., 2021). Patients with DMD experience early onset skeletal muscle weakness, loss of ambulation, and cardiorespiratory failure (Sussman, 2002). We have previously shown that mouse cardiosphere-derived cells (mCDCs), a type of cardiac progenitor/stromal cell, or secreted extracellular vesicles (EVs) from human cardiosphere-derived cells (hCDC-EVs) exert robust disease-modifying bioactivity in aged *mdx* mice, when delivered intravenously (Rogers et al., 2019). The former finding motivated two clinical trials, HOPE-2 (McDonald et al., 2022) and the ongoing HOPE-3 (NCT05126758, clinicaltrials.org), testing safety and efficacy of allogeneic hCDCs (now known as deramiocel) in advanced-stage DMD. Here, we questioned whether mCDCs or hCDC-EVs might halt disease progression if initiated early and administered monthly for 1 year; thus, we tested the long-term effects of early, repeated infusion of mCDCs or hCDC-EVs to *mdx* mice. mCDCs markedly preserved muscle function and structure for up to 1 year. In contrast, hCDC-EVs became less effective after 6 months of intervention, coinciding with the development of anti-hCDC-EV immunoglobin G (IgG) antibodies.

## Results

### Repeated mCDC therapy preserves exercise capacity and muscle function up to 1 year

Cardiosphere-derived cells (CDCs) work by secreting EVs, which target inflammation, muscle degeneration, and fibrosis (Aminzadeh et al., 2018), key pathological processes active in mice and humans with DMD. A single intravenous infusion of mCDCs, or hCDC-EVs, to aged *mdx* mice sufficed to induce functional and structural benefits (Rogers et al., 2019), but the effects of repeat dosing to young *mdx* mice were unknown. Here, we examined the benefits of monthly intravenous infusions of mCDCs or hCDC-EVs in *mdx* mice starting at 8 weeks of age, after random assignment to 1 of 3 experimental groups (vehicle [control], mCDCs, or hCDC-EVs; Figure 1A). Prior to intervention, baseline measurements of maximal exercise capacity showed no differences in maximal exercise capacity among groups (Figure 1B). During the 12-month study period, maximal exercise capacity declined by 32% in the vehicle group, reflecting the natural history of skeletal myopathy in *mdx* mice (Figures 1B and 1C). In contrast, *mdx* mice that had received mCDCs showed a robust preservation of exercise capacity throughout the 12-month study period (Figures 1B and 1C). Likewise, hCDC-EVs preserved exercise capacity for the first 6 months of intervention, but the benefits faded entirely during the second half of the study (Figures 1B and 1C). To determine if repeated administration of mCDCs or hCDC-EVs to young *mdx* mice also benefited skeletal muscle, we examined the maximal force-producing capacity of the soleus—a hindlimb skeletal muscle involved in rodent locomotion. Relative to baseline, *in vitro* isometric tetanic force declined by 20% in solei from control *mdx* mice (Figures 1D and 1E), a decline in muscle function that was countered by mCDCs (but not hCDC-EVs) at the study endpoint (Figures 1D and 1E). Together, these data demonstrate profound protection against progressive functional deterioration in *mdx* mice by repeated intravenous administration of mCDCs.

**Figure 1:**
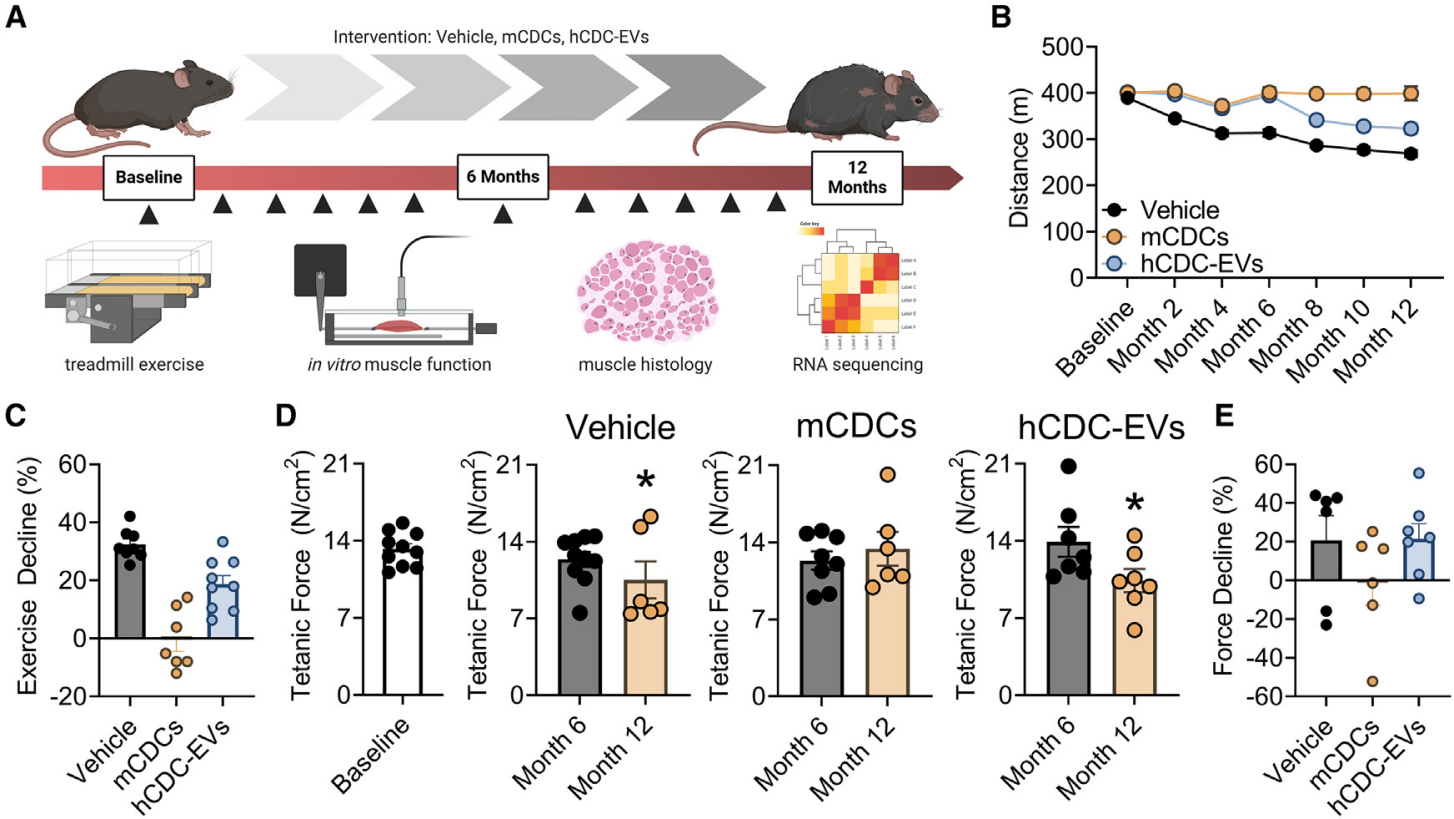
Protection against functional decline in *mdx* mice by repeated CDC therapy (A) Schematic of the study design repeatedly delivering vehicle, mCDCs, or hCDC-EVs. Schematic was made using BioRender.com. (B and C) Graded exercise test in *mdx* mice that received vehicle, mCDCs, or hCDC-EVs. Bi-monthly recording of maximally accumulated distance (B) and functional decline as a percentage of baseline (C). (D and E) *In vitro* skeletal muscle function in *mdx* mice that had received vehicle, mCDCs, or hCDC-EVs. Baseline, mid- and end-point measurements of tetanic force (D) and functional decline as a percentage of baseline (E). Physiological experiments were performed on consecutive days with *n* = 6–10 per condition or time point. Data are represented as mean ± standard error of the mean. ∗, *p* ≤ 0.05.

### mCDCs suppress muscle fibrosis and activate a regenerative gene program

Skeletal muscle fibrosis impairs muscle function and regeneration and is a major hallmark of muscular dystrophies (Mahdy, 2019). At 6 months, fibrotic scar accounted for 11% of the total muscle area, which persisted until the 12-month endpoint in control muscles (Figure 2A). In contrast, skeletal muscle from *mdx* mice that had received mCDCs showed a marked reduction in fibrotic scar at the 6- and 12-month endpoints (Figure 2A). These data reveal that mCDCs may antagonize pathways actively contributing to the development of fibrosis. 

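Soleus muscles were taken at the 12-month endpoint from *mdx* mice, which carry a mutation in the dystrophin gene, after monthly infusions that began at 8 weeks of age. 2 muscles came from mice that had received 250000 mouse cardiosphere-derived cells per month and 2 from mice that had received vehicle. Total RNA was sequenced as single-end reads, which the authors mapped to a UCSC transcript set with Bowtie 2 and turned into expected counts per gene with RSEM. An expected count need not be whole, because RSEM divides a read that fits several transcripts among them, and 15.7% of the values in the deposited table were not whole numbers. The paper's methods name the xGen Broad-Range kit for the libraries, while the sample records name a stranded mRNA kit from another maker.
The table lists 24054 gene symbols, of which 5893 had no count in any library. The expected counts summed to 27187425 and 22481391 in mCDC replicates 1 and 2, and to 25927227 and 26321898 in vehicle replicates 1 and 2. Myh7, the slow myosin heavy chain, took the largest share in each library, from 3.82% to 4.80%. Xist had between 1692 and 3096 counts in each library and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had 0, as for female mice. For the comparison of mCDC with vehicle muscles, the expected counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by the trimmed mean of M-values, and edgeR's quasi-likelihood F-test was run on the 13652 genes left. A gene was called at a fold change over 1.5 with an unadjusted p under 0.05, the thresholds in the paper's methods, which do not say which edgeR test was used or whether p was adjusted. With 2 muscles per group, an exact permutation test of a single gene could not give a p below 0.333.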

To determine what pathways are affected, we performed bulk RNA sequencing (RNA-seq) on skeletal muscle from *mdx* mice that had received mCDCs or vehicle for 12 months. 

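At a fold change over 1.5 and an unadjusted p under 0.05, 172 genes were higher and 374 were lower in mCDC muscles than in vehicle muscles. Of the 13652 genes tested, 947 had an unadjusted p under 0.05, where 683 would be reached by chance alone. DESeq2 was run with no filter on low counts, and 718 of 18132 genes had, where 907 would be by chance. With no such filter, edgeR's quasi-likelihood test had 1035 of 18132. The DESeq2 count thus includes genes with low counts and cannot be set directly against the 947. No gene had an adjusted p under 0.05 after Benjamini-Hochberg adjustment, and the smallest adjusted p from edgeR's quasi-likelihood test was 0.200. The alternative that moved the number with an adjusted p under 0.05 most was edgeR's likelihood ratio test, with 66 genes. When each gene's dependence on transcript length and GC content was removed, 213 genes were higher and 278 lower, so that the share of calls that were higher went from 31.5% to 43.4%. In 20 simulated data sets with no changed gene, drawn with the spread fitted to these libraries, the same thresholds called a median of 361 genes.
Among the genes called higher whose mCDC libraries both lay above both vehicle libraries, the 5 with the smallest p were Gm11757, Ccl21b, Hbegf, Rrad and Fgl2. Rrad had 373 ± 188 CPM (counts scaled to a common library size; SD, n = 2) in mCDC muscles and 70.4 ± 18.6 (SD, n = 2) in vehicle muscles, a log2 fold change of 2.40 (standard error 0.34, adjusted p = 0.200). Hbegf had a log2 fold change of 1.96 (standard error 0.27, adjusted p = 0.200) and Fgl2 one of 1.38 (standard error 0.20, adjusted p = 0.200). Gm11757 had no count in either vehicle library and was at least 20.7-fold higher in mCDC muscles, but 97.7% of the 31-base words of its transcripts also occur in other genes. Summed with the 2 listed genes that share most of its sequence, it had 3.11 and 3.90 CPM in the mCDC libraries and 2.78 and 3.10 in the vehicle libraries. Ccl21b was at least 9.67-fold higher, and all of its 31-base words occur in other genes. Among the genes called lower in the same way, the 5 were Arrdc2, Per3, Gm7120, Gm21541 and Hba-a2. Arrdc2 had 5.47 ± 0.51 CPM (SD, n = 2) in mCDC muscles and 31.6 ± 12.5 (SD, n = 2) in vehicle muscles, a log2 fold change of -2.52 (standard error 0.28, adjusted p = 0.200). The log2 fold changes of Per3, Gm7120 and Hba-a2 were -1.10, -1.21 and -1.04. The counts of Hba-a2 were not whole, and its 31-base words were not compared with those of other genes. Hba-a2 had 28.6 CPM in vehicle replicate 1 and 14.5 and 14.8 in the mCDC libraries. The mean of the red blood cell list went the other way there, at 3.83 log2 CPM against 3.93 and 3.98. With DESeq2, 9 of these 10 genes had an adjusted p under 0.05, all but Ccl21b, and with edgeR's exact and likelihood ratio tests all 10 had. The 10 were chosen for a small p in these same libraries, so those results are not independent support. Gm21541, with 97.1% of its 31-base words shared with other genes, was at least 12.5-fold lower. Transcripts of Dmd, the gene mutated in these mice, had a log2 fold change of -0.43 (standard error 0.14, adjusted p = 0.642), and one of -0.22 with the length and GC trend removed.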

Relative to vehicle, 152 genes were up-regulated, and 384 genes were down-regulated, in muscles from *mdx* mice that had received mCDCs (Figure 2B). 

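Of 245 tested genes on 4 lists of muscle proliferation, differentiation and fusion genes, 17 were called higher and 11 lower in mCDC muscles. These made up 9.88% of the genes called higher, 2.94% of those called lower and 1.79% of all genes tested, and the odds ratio among the genes called higher was 6.37 (Fisher's exact test, two-sided, p = 1.3e-08). Genes were the unit of that test, so its p does not measure variation between animals. The myogenic transcription factor Myog had 47.9 ± 21.7 CPM (SD, n = 2) in mCDC muscles and 22.8 ± 2.2 (SD, n = 2) in vehicle muscles, a log2 fold change of 1.07 (standard error 0.28, adjusted p = 0.612 from edgeR's quasi-likelihood test). Myod1 had a log2 fold change of 0.84 and Pax7, a marker of satellite cells, one of 0.76, with adjusted p of 0.635 and 0.700. Pax7 rested on 2.93 ± 0.08 CPM (SD, n = 2) in mCDC muscles and 1.74 ± 0.19 (SD, n = 2) in vehicle muscles. Myf5 did not differ, with a log2 fold change of 0.03 (standard error 0.29). The myosins of regenerating fibers, Myh3 and Myh8, had log2 fold changes of -0.15 and -0.12, and the fusion genes Mymk, listed as Tmem8c, and Mymx, listed as Gm7325, had 0.08 and -0.55. The log2 fold change of Myog was 0.51 without mCDC replicate 2 and 1.47 without mCDC replicate 1, and that of Myod1 was 1.18 and 0.45. With each library left out in turn, Myh3 ran from -0.26 to -0.028 and Mymx from -0.72 to -0.25, while Myh8 and Mymk changed sign. None of these genes passed an adjusted p of 0.05 with the quasi-likelihood test, and Myog passed with DESeq2 (adjusted p = 0.0390) but not with edgeR's exact or likelihood ratio test. Pax7 was not called with DESeq2.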

Many of the up-regulated genes are involved in the myogenic response to injury. 

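Over-representation was tested with 8 gene lists written by hand after the names in Figure 2C, which are not the Gene Ontology's own sets, among the 546 genes called in either direction. For muscle cell differentiation, 17 of 125 tested members were called where 5 would be by chance (odds ratio 3.87, Fisher's exact test, adjusted p = 2.6e-05), with 13 higher and 4 lower. For muscle cell proliferation, 8 of 70 were called, 4 in each direction (odds ratio 3.13, Fisher's exact test, adjusted p = 0.0106), and the list did not pass with the length and GC trend removed (odds ratio 2.53, Fisher's exact test, adjusted p = 0.0547). For stem cell population maintenance, 6 of 89 were called, 2 higher and 4 lower (odds ratio 1.74, Fisher's exact test, adjusted p = 0.172). For regulation of myoblast fusion, 4 of 41 were called, with Myog and Myod1 higher and Elmo1 and Jam2 lower (odds ratio 2.61, Fisher's exact test, adjusted p = 0.0915). The largest excess was in extracellular matrix organization, with 24 of 127 members called, 20 of them lower (odds ratio 5.80, Fisher's exact test, adjusted p = 1.4e-09). The median log2 fold change of that list was -0.29, and -0.053 without vehicle replicate 2. Genes were the unit in each of these tests, so their p-values do not measure variation between animals. With only the genes called lower as the query, the odds ratio of muscle cell differentiation was 1.18, and with only those called higher it was 9.75. Fusion passed the threshold with DESeq2's calls, at an odds ratio of 4.07. Regulation of myoblast differentiation had 9 of 62 members called, 7 of them higher (odds ratio 4.13, Fisher's exact test, adjusted p = 0.0015), and the ERK1 and ERK2 cascade 18 of 118, 8 higher and 10 lower (odds ratio 4.43, Fisher's exact test, adjusted p = 3.9e-06). Response to oxidative stress, with 9 of 104, stood at the threshold (odds ratio 2.30, Fisher's exact test, adjusted p = 0.0499) and did not pass with DESeq2's calls, RLE size factors, no filter on low counts, at least 10 counts in every sample or the length and GC trend removed, where the odds ratio was lowest, at 1.65 (Fisher's exact test, adjusted p = 0.279). It passed with the exact test's calls and with thinned counts.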

Gene Ontology analysis of RNA-seq data revealed high enrichment scores for “muscle cell proliferation,” “muscle cell differentiation,” “stem cell population maintenance,” and “regulation of myoblast fusion” (Figure 2C). 

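Each list's shift was tested against all other genes with limma's camera at a preset inter-gene correlation of 0.01 and adjusted over 19 lists, 10 of which passed an adjusted p of 0.05. The 80 electron transport and oxidative phosphorylation genes had a median log2 fold change of 0.15, with 79 of them higher in mCDC muscles (camera adjusted p = 2.7e-07). None of the 80 was itself called. The 30 beta oxidation genes had a median of 0.20, with 28 higher (camera adjusted p = 3.3e-05). Medians were 0.22 for mitochondrial protein import, 0.18 for translation, 0.24 for rRNA processing and 0.16 for proteasome degradation, and these 4 lists also passed. Without mCDC replicate 2 the medians of translation, rRNA processing and proteasome degradation were 0.073, 0.11 and 0.081, and without mCDC replicate 1 they were 0.28, 0.38 and 0.24; that of translation was 0.075 without vehicle replicate 1. Muscle cell differentiation had a median of 0.050 (camera adjusted p = 0.0478), and the proliferation, stem cell and fusion lists had medians of -0.049, -0.026 and -0.084 and did not pass; with the length and GC trend removed, these 3 medians were above 0, as was the median of all genes, which moved from -0.0094 to 0.032, and that of fusion, 0.029, lay below it. The syndecan-1 list had a median of -0.286 and passed (camera adjusted p = 0.00115), and with the Reactome set in its place it was -0.12 and did not pass. The mitotic list of PLK1 and FOXM1 had a median of -0.197 (camera adjusted p = 0.0795). Medians were 0.025 for tryptophan metabolism, -0.0052 for the synaptic vesicle list, -9.3e-04 for myoblast differentiation, -0.072 for the ERK1 and ERK2 list and 0.022 for oxidative stress, and these 5 did not pass. Adjusted over the list alone, 2 proliferation genes and 1 gene of the ERK1 and ERK2 list had p under 0.05, and 0 genes of the other 17 lists. No list passed under fry or under camera with the correlation estimated from these libraries, where the smallest adjusted p was 0.518 and 0.531. The estimated correlation among the electron transport genes was 0.66, and the mean of that list overlapped between the groups, at 8.30 and 8.40 in mCDC replicates 1 and 2 and 8.09 and 8.30 in vehicle replicates 1 and 2, in log2 CPM. Without vehicle replicate 1, the median of that list was 0.044, and without vehicle replicate 2 it was 0.27. The beta oxidation list was higher in both mCDC libraries than in both vehicle libraries.

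**Figure D1:**
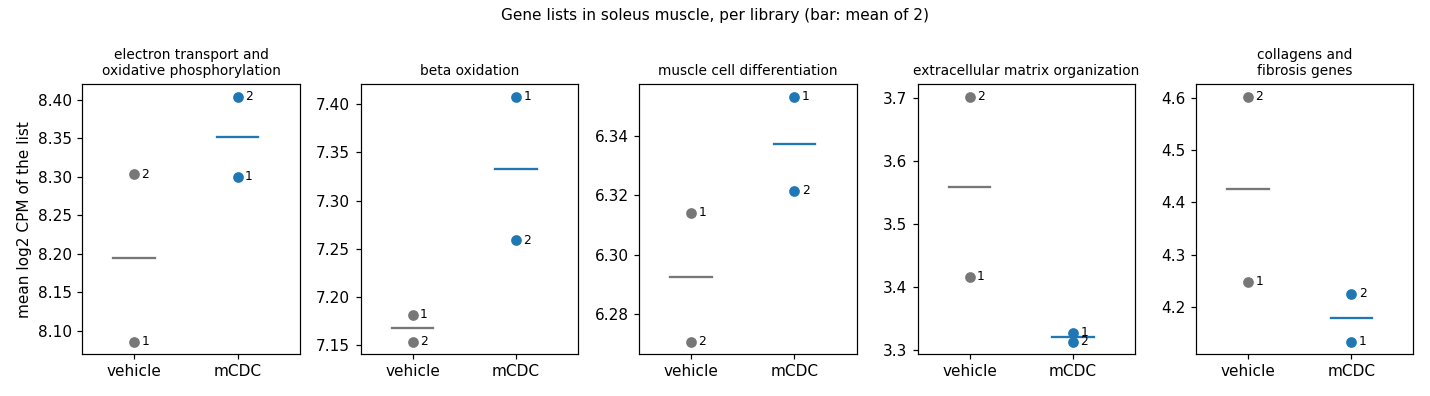
Mean log2 CPM of 5 gene lists in soleus muscle, with a point for each library labelled by its replicate number and a bar for the mean of the 2 libraries of a group. Each panel has its own vertical scale that does not start at 0, and vehicle replicate 2 lies above the other libraries in the extracellular matrix and fibrosis panels, at 3.70 and 4.60.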

Gene Set Enrichment Analysis indicated that mCDCs regulate cellular processes involved in muscle repair and showed activation of metabolic pathways, including beta oxidation, electron transport, and oxidative phosphorylation (Figure 2D). Collectively, these data reveal the effects of CDCs on endogenous skeletal muscle repair mechanisms and metabolism, which may underlie therapeutic efficacy.

**Figure 2:**
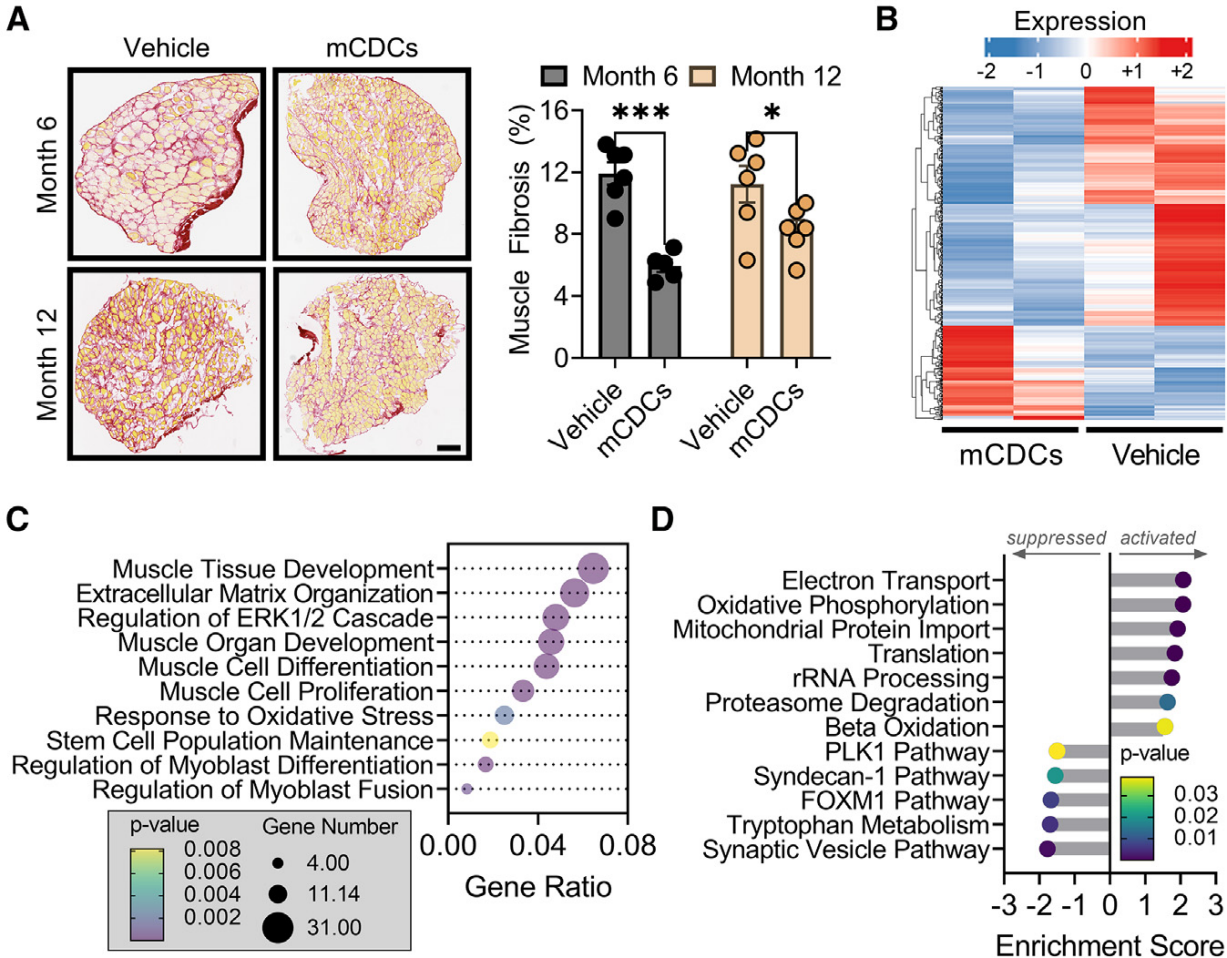
Histological and gene expression changes induced by repeated CDC therapy (A) Picrosirius red staining of skeletal muscle from *mdx* mice that had received vehicle or mCDCs at the study mid- and end-point. Scale bar, 200 μm. (B) Heatmap of bulk RNA-seq on skeletal muscle from *mdx* mice that had received vehicle or mCDCs at the study endpoint. (C) Gene Ontology analysis of bulk RNA-seq data (B). (D) Gene Set Enrichment Analysis of bulk RNA-seq data (B). Histological experiments were performed on all specimens at once with *n* = 5–6 per condition or time point. RNA-seq was performed once with *n* = 2 per condition. Data are represented as mean ± standard error of the mean. ∗, *p* ≤ 0.05; ∗∗∗, *p* ≤ 0.001.

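Pearson correlations of log2 CPM between the 4 libraries lay between 0.980 and 0.987. The 2 mCDC libraries correlated at 0.98554 and the 2 vehicle libraries at 0.98347, and the 4 pairs of an mCDC with a vehicle library at 0.98672, 0.98558, 0.98185 and 0.97972, so the ranges overlapped. mCDC replicate 2 was closest to mCDC replicate 1, and both vehicle libraries were closest to mCDC replicate 1. The first principal component, with 44.02% of the variance, placed mCDC replicate 2 at -33.1 and vehicle replicate 2 at 29.9, with mCDC replicate 1 at -2.88 and vehicle replicate 1 at 6.08 between them. The 4 libraries can be split into 2 and 2 in 3 ways. The split by treatment called 546 genes, and the other 2 splits called 273 and 425 at the same thresholds.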

### IgG-mediated antibody response to hCDC-EVs

EVs have been generally regarded as non-immunogenic (Saleh et al., 2019), and hCDC-EVs are therapeutic in mice (Aminzadeh et al., 2018; Rogers et al., 2019), rats (De Couto et al., 2017), and pigs (Dawkins et al., 2022). However, none of these studies explored the effects of long-term repeated dosing of hCDC-EVs. Because of the divergence in therapeutic benefits between mCDCs and hCDC-EVs after 6 repeated infusions (Figure 1), we questioned whether *mdx* mice had developed an immunological response to hCDC-EVs, possibly rationalizing the diminished efficacy over time. To probe such an effect, we designed an indirect enzyme-linked immunosorbent assay to measure mouse IgG immunoreactivity to hCDC-EVs (see Figure 3A for experimental design). No differences were detected in the level of CD63 (an EV marker) between groups (Figure 3B), indicating similar levels of EV coating. Relative to sera from vehicle control *mdx* mice, sera from *mdx* mice that had received hCDC-EVs contained mouse IgG antibodies that reacted with hCDC-EVs (Figure 3B). These data demonstrate immunization to xenogeneic EVs, which likely resulted in clearance by the immune system and the eventual decline in therapeutic benefits.

**Figure 3:**
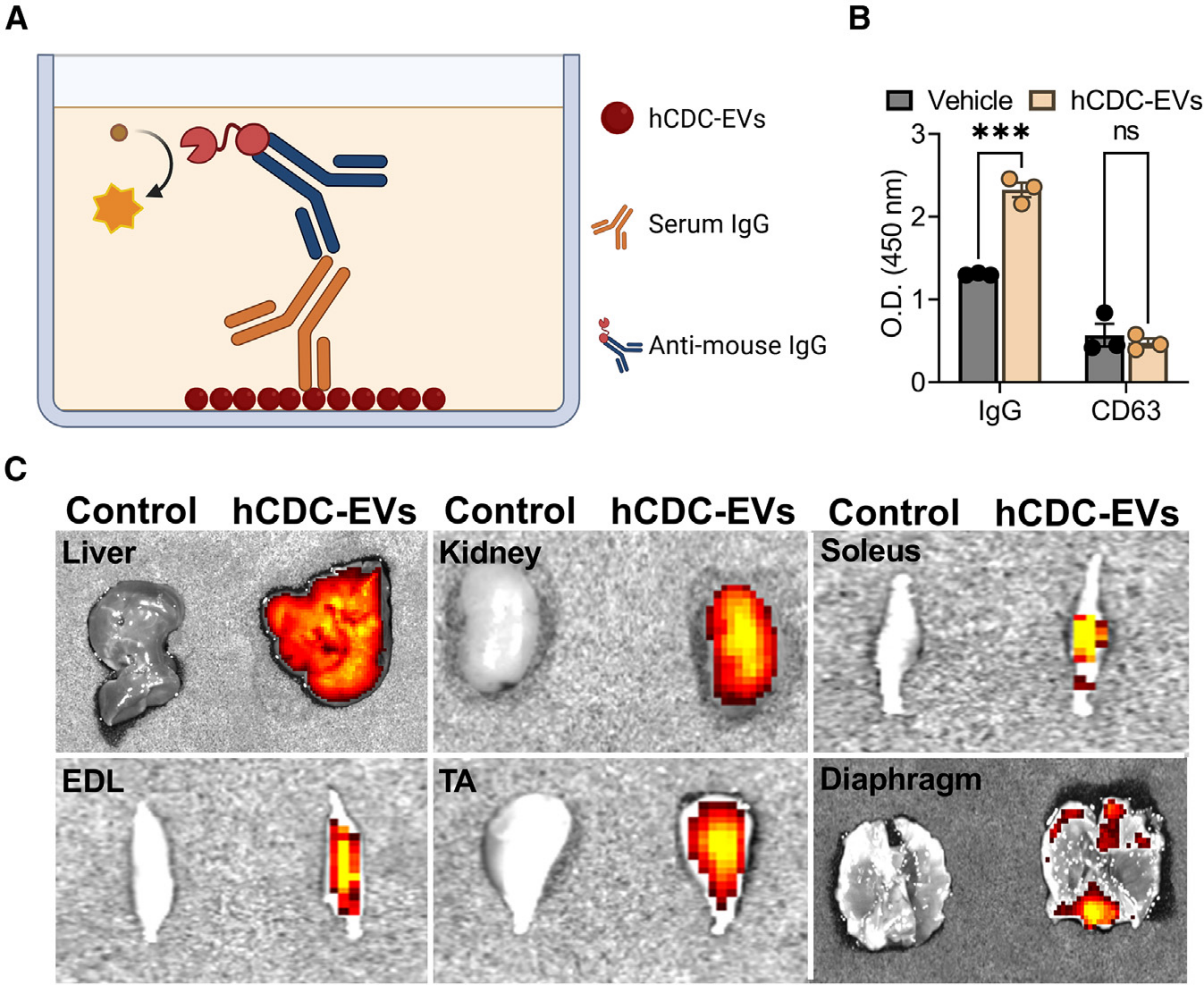
Immunoglobin G reactivity to repeated administration of human CDC-EVs (A) Schematic of the experimental design testing immunoglobin G reactivity to hCDC-EVs. Schematic was made using BioRender.com. (B) Optical density at 450 nm recorded by a microplate reader. (C) *Ex vivo* optical imaging of hCDC-EVs 24 h following intravenous injection into *mdx* mice. EDL, extensor digitorum longus; TA, tibialis anterior. Enzyme-linked immunosorbent assay was performed once with *n* = 3 per condition. Data are represented as mean ± standard error of the mean. ∗∗∗, *p* ≤ 0.001; ns, not significant.

### hCDC-EVs home to dystrophic mouse skeletal muscle

Biodistribution studies show that EVs, when administered intravenously to animals, primarily accumulate in the liver, spleen, lungs, and kidneys within the first hour and are maintained for at least 24 h (Kang et al., 2021). In contrast, few EVs are detected in skeletal muscle at any time point within the first 24 h in otherwise healthy animals (Kang et al., 2021). To be effective, EVs need to home to dystrophic skeletal muscle where bioactivity presumably occurs. Therefore, we probed biodistribution of fluorescently labeled hCDC-EVs administered intravenously to *mdx* mice. Twenty-four hours after administration, tissues were collected, and fluorescence was detected *ex vivo* by optical imaging. Relative to unlabeled hCDC-EV controls, fluorescently labeled hCDC-EVs were detected in liver, kidneys, and various skeletal muscles—with preference given to the soleus, extensor digitorum longus, and tibialis anterior (Figure 3C). Although hCDC-EVs home to dystrophic skeletal muscle in *mdx* mice that lack anti-hCDC-EV antibodies, it is currently unclear how the development of such antibodies (Figure 3B) affects their biodistribution.

## Discussion

Although the root cause of DMD is an underlying genetic defect, processes secondary to dystrophin deficiency (e.g., inflammation, degeneration, and fibrosis) lead to worsening outcomes as the disease progresses. CDCs work by attacking disease-promoting processes to slow or even reverse the progression of DMD. We have shown that single infusions of mCDCs or hCDC-EVs suffice to improve hallmark features of dystrophic muscle in aged *mdx* mice (Aminzadeh et al., 2018; Rogers et al., 2019), an effect that can be sustained after a second injection (Aminzadeh et al., 2018). These discoveries formed the preclinical basis of two completed (McDonald et al., 2022; Taylor et al., 2019) and one ongoing (HOPE-3) clinical trials. While the prior work showed the benefits of 1 or 2 doses of mCDCs or hCDC-EVs in mice with advanced-stage DMD, the effects of repeated dosing prior to major functional deterioration remained unknown. Here, we explored the effects of long-term administration of mCDCs or hCDC-EVs on exercise performance and skeletal muscle function in juvenile *mdx* mice.

Relative to baseline, *mdx* mice that had received mCDCs showed no differences in exercise performance or force-producing capacity of skeletal muscle at the 1-year study endpoint. The dramatic protection against functional deterioration in *mdx* skeletal muscle likely reflects not only the cytoprotective effects of mCDCs but also their regenerative benefits. Indeed, histology and RNA-seq showed that mCDCs target fibrosis and regenerative responses in *mdx* skeletal muscle, which are thought to underlie the preservation of muscle function. 

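In the soleus libraries, the 35 genes on a list of collagens and fibrosis genes had a median log2 fold change of -0.30 between mCDC and vehicle muscles, with 1 gene called higher and 8 lower (limma camera adjusted p = 4.3e-05). The 127 tested extracellular matrix organization genes had a median of -0.29 (camera adjusted p = 4.0e-07). Neither list passed under fry, with an adjusted p of 0.518 for each. In log2 CPM, the mean of the fibrosis list was 4.13 and 4.23 in mCDC replicates 1 and 2, 4.25 in vehicle replicate 1 and 4.60 in vehicle replicate 2. Without vehicle replicate 2 the median of the fibrosis list was -0.092 and that of the matrix list -0.053, and without vehicle replicate 1 they were -0.53 and -0.45. Col1a2 had a log2 fold change of -0.61 (standard error 0.19, adjusted p = 0.642 from edgeR's quasi-likelihood test) and Fn1 one of -0.72 (standard error 0.22, adjusted p = 0.635), and neither was called with the length and GC trend removed, at -0.51 and -0.56. Postn fell by 0.51 on the log2 scale without reaching 1.5-fold, while Col1a1, Col3a1, Tgfb1 and Ccn2, listed as Ctgf, had -0.32, -0.35, -0.08 and -0.31. Without vehicle replicate 2, Postn, Fn1, Col1a2 and Ccn2 stayed lower, at -0.50, -0.44, -0.31 and -0.93, while Col1a1, Col3a1 and Tgfb1 were at 0.071, 0.042 and 0.13. Ccn2 was at 0.60 without vehicle replicate 1. From the histology and these expression data, the paper proposes that effects on fibrosis and regeneration underlie the preserved muscle function.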

The commercial product of human CDCs, deramiocel, has shown safety and efficacy in clinical studies of patients with advanced DMD, most of whom were already non-ambulatory when therapy was initiated. The discovery that early and repeated administration of mCDCs significantly delays DMD progression offers a new treatment paradigm and motivates expanded use of the cells, giving reason to wonder whether the therapy might not be better initiated soon after diagnosis.

In contrast to mCDCs, repeated administration of hCDC-EVs resulted in initial improvements, but diminishing therapeutic benefits over time. hCDC-EVs have been traditionally viewed as non-immunogenic, as evidenced by their efficacy in several preclinical animal models (Dawkins et al., 2022; De Couto et al., 2017). Despite this, we show that hCDC-EVs elicit an IgG response in *mdx* mice following six monthly doses. It is currently unclear what specific antigen triggers the xenogeneic immune response, and its identification is beyond the scope of this report. Administration of human EVs was performed intentionally for translational relevance. Contrary to hCDC-EVs, infusion of human CDCs to immune-competent mice would not have been therapeutically beneficial, as xenogeneic cells are rapidly cleared by the immune system (Harding et al., 2024). Consequently, human EVs are far less immunogenic than their parent cells. Although our findings challenge the idea that human EVs are non-immunogenic, this notion is unlikely to become a barrier to clinical translation as alloreactivity is not necessarily expected in humans (Prunevieille et al., 2021).

## Methods

### Animals and injections

Eight-week-old female *mdx* mice (C57BL/10ScSn-DMD^mdx^/J) were used in this study. Mice were housed under pathogen-free conditions in a temperature-controlled room with a 12 h photoperiod. A graded exercise test was performed on a rodent treadmill at baseline and bi-monthly intervals. mCDCs (2.5 × 10^5^ cells) or hCDC-EVs (2.0 × 10^9^ particles) were suspended in 100 μL of Iscove’s Modified Dulbecco’s Medium (IMDM) and injected into the femoral vein of *mdx* mice once monthly during the 12-month study period. The doses of mCDCs and hCDC-EVs were determined previously (Rogers et al., 2019). Vehicle control *mdx* mice received an equal volume of IMDM injected into the femoral vein once monthly. Serum was collected at baseline and bi-monthly from the submandibular vein. Cohorts of mice were euthanized at the 6- or 12-month time point, and tissues were collected for muscle physiology, histology, or frozen in liquid nitrogen and stored at −80°C for further analyses. A separate cohort of 8-week-old *mdx* mice was used to record baseline skeletal muscle function.

### Generation of CDCs and purification of CDC-EVs

A heart was procured from an 8-week-old female C57BL/10ScSn/J mouse, as described (Rogers et al., 2019). Briefly, the ventricles were cut into fragments <1 mm^3^, washed, and digested with 0.05% trypsin (Gibco). Individual fragments were seeded onto fibronectin-coated culture dishes (Corning) and cultured in growth media (IMDM) supplemented with 20% fetal bovine serum (Atlas Biologicals), 1% penicillin/streptomycin (Gibco), and 0.1% 2-mercaptoethanol (Gibco). Cells emerging from the explants were harvested using mild enzymatic digestion (TrypLE, Gibco) and cultured in ultra-low adherent flasks (Corning) for 3 days to form cardiospheres. Cardiospheres were then plated on fibronectin-coated culture dishes (Corning) to form a monolayer of cells (i.e., mCDCs) and expanded to passage 5 for animal administration. To produce hCDC-EVs, hCDCs were developed and cultured for research purposes, as described (Smith et al., 2007), under an approved Cedars-Sinai Institutional Review Board protocol (#00014713). hCDCs were expanded to passage 5, washed, and cultured in serum-free IMDM at physiologically low oxygen (i.e., 2% O_2_) for 24 h. Conditioned media was then collected, filtered using a 0.45 μm sterile filter, and hCDC-EVs were purified by ultrafiltration via centrifugation using a 100 kDa MWCO centrifugal filter (EMD Millipore). hCDC-EV concentration (particles per mL) was measured by dynamic light scattering and nanoparticle tracking analysis (NanoSight NS300) and stored in ready-to-use aliquots at −80°C.

### Graded exercise testing

Mice were placed inside an Exer-3/6 rodent treadmill (Columbus Instruments) equipped with a shock grid and elevated 5°, as described (Rogers et al., 2019). Briefly, during the acclimatization period, mice were left undisturbed for 30 min prior to engagement of the belt. Once the belt was engaged, mice were encouraged to familiarize themselves with walking on the treadmill belt, at 10 m/min, for an additional 20 min. Following acclimatization, the graded exercise protocol engaged, and the shock grid was activated (0.15 mA at 1 shock/sec). The graded exercise test used here is intended to induce volitional exhaustion by increasing the belt speed by 1 m/min^2^. Mice that rest on the shock grid for >10 s with gentle nudging were considered to have reached their maximal exercise capacity, and the graded exercise test was terminated. Total accumulated distance was recorded for each mouse.

### *In vitro* isolated skeletal muscle physiology

Whole skeletal muscle physiology was performed, as previously described (Rogers et al., 2019), with slight modification. Briefly, mice were deeply anesthetized by isoflurane inhalation, and a lateral midline incision was made into the skin of the left hindlimb. The soleus muscle was freely dissected, and its tendons of origin and insertion were ligated with a 3-0 silk suture, and then vertically mounted in a tissue bath containing a mammalian Ringer’s buffer of the following composition: (in mM) 137 NaCl, 5 KCl, 2 CaCl_2_, 1 MgSO_4_, 1 NaH_2_PO_4_, 24 NaHCO_3_, and 11 glucose. The buffer was constantly aerated with 95% O_2_ and 5% CO_2_ with pH and temperature maintained at 7.35 and 24°C, respectively. One end of the soleus muscle was secured to a clamp at the bottom of the tissue bath, and the other end was attached to a calibrated force transducer (Model 300C, Aurora Scientific). A micromanipulator connected to the system was used to adjust muscle length. Platinum wire electrodes were placed on each side of the muscle for direct muscle stimulation (Aurora Scientific), using 0.2 ms monophasic rectangular pulses of constant current delivered at supramaximal intensity. Muscle preload was incrementally adjusted until the optimal muscle length for maximal isometric twitch force (Lo) was reached. Lo was measured at 0.1 mm accuracy using a digital caliper. Isometric contractile properties were then determined at Lo. Peak twitch force was determined from a single pulse. Force-frequency relationships were measured at stimulus frequencies ranging from 5 to 180 pulses/s. The stimuli were presented in trains of 1 s duration with an interval of at least 1 min between each stimulus train. Muscle forces generated, including twitch and maximal tetanic force, were normalized to the estimated physiological cross-sectional area (CSA) of the muscle segment, using the following formula:

$$CSA=\frac{muscle\;weight}{1.056\times Lo}$$

The constant 1.056 represents the density of the muscle (in g/cm^3^), and Lo was corrected for muscle fiber length of the mouse soleus (0.71 of Lo) to estimate muscle-specific force (expressed as Newtons [N]/cm^2^).

### RNA purification and sequencing

Total RNA, including small RNAs of approximately 18 nucleotides and greater, was purified from soleus muscles using the miRNeasy Mini Kit (QIAGEN) according to the manufacturer’s recommended protocol. RNA concentration and quality were measured using a Qubit Fluorometer (Thermo Fisher Scientific) and 2100 Bioanalyzer (Agilent Technologies), respectively (Sanchez et al., 2022). Only samples with an RNA integrity number of 8 or higher were used for sequencing. A sequencing library was constructed using the xGen Broad-Range RNA Library Prep Kit (Integrated DNA Technologies). Library concentration and size were measured using a Qubit Fluorometer (Thermo Fisher Scientific) and 4200 TapeStation (Agilent Technologies), respectively. Libraries were then multiplexed and sequenced using a NovaSeq 6000 (Illumina) with 75 base pair single-end sequencing. Approximately 30 million reads were generated from each sample. Raw reads were mapped to the latest UCSC transcript set using Bowtie 2, and gene expression levels were estimated using RSEM. Trimmed mean of M-values was used to normalize gene expression. Differentially expressed genes were identified using edgeR software. Genes with greater than 1.5-fold change and *p* < 0.05 were considered differentially expressed. Pathway and network analyses were performed using Ingenuity Pathway Analysis (IPA) software. The canonical pathways generated by IPA are the most significant for the datasets. Fischer’s exact test with a false discovery rate option was used to calculate the significance of each pathway. Raw sequencing data were deposited in Gene Expression Omnibus: GSE289126.

### Histology

The soleus from each mouse was processed, as previously described (Rogers and Otis, 2017). Briefly, tissues were embedded in OCT compound and frozen in 2-methylbutane pre-cooled in liquid nitrogen, and then stored at −80°C until cryosectioning. Serial sections were cut at the mid-belly in the transverse plane (Hong et al., 2024). All sections were cut between 5 and 8 μm using a cryostat (CM3050S, Leica) and adhered to Superfrost Plus microscope slides (Fisher Scientific). Cryosections were fixed with 10% neutral buffered formalin for 10 min prior to Picrosirius red staining (Sigma-Aldrich). Histological slides were imaged using an Aperio AT Turbo slide scanner (Leica) at 20× magnification. Quantification of fibrosis was determined by the area of red staining relative to yellow staining of the entire tissue section using QuPath v.0.4.3 software.

### Indirect enzyme-linked immunosorbent assay

Measurement of mouse anti-hCDC-EV IgG was performed using an uncoated mouse IgG enzyme-linked immunosorbent assay kit (Thermo Fisher Scientific, #88-50400-22) with slight modification. Briefly, the coating solution was prepared containing a coating buffer (provided by the kit) and hCDC-EVs (in lieu of the capture antibody), according to the manufacturer’s recommended protocol, and added to a clear 96-well plate. Following an overnight incubation at 4°C, the coating solution was aspirated, and the wells were washed once with a prepared wash buffer. A blocking buffer was then added to each well for 1 h at room temperature, aspirated, and samples (e.g., mouse sera or anti-CD63 antibody) were incubated in each well for 2 h at room temperature. Following sample incubation, samples were aspirated, and the wells were washed 5 times with a prepared wash buffer. A detection antibody solution (containing an HRP-conjugated anti-mouse IgG) was then added to each well for 2 h at room temperature, aspirated, and the wells were washed 5 times with a prepared wash buffer. A TMB substrate solution was then added to each well for 30 min at room temperature, and then an equal volume of stop solution was added. Absorbance was measured at 450 nm using a SpectraMax iD3 (Molecular Devices) microplate reader.

### *Ex vivo* optical imaging

hCDC-EVs were fluorescently labeled using BODIPY Ceramide (Invitrogen), according to the manufacturer’s recommended protocol. Excess dye was removed by filtration using Exosome Spin Columns (MW 3000, Invitrogen), according to the manufacture’s recommended protocol. Fluorescently labeled or unlabeled hCDC-EVs were injected into the femoral vein of *mdx* mice. Tissues were collected 24 h later, washed with ice-cold phosphate-buffered saline, and imaged using a Xenogen IVIS Spectrum Imaging System (Rogers et al., 2021).

### Statistical analyses

Data were collected by investigators blinded to group assignments and are represented as mean ± standard error of the mean. Physiological assessments (e.g., exercise testing and muscle function) were performed on consecutive days at each respective study endpoint. Sample sizes were 6–10 mice per condition or time point. Histological assessment was performed at once on all specimens. Sample sizes were 5–6 per condition or time point. Enzyme-linked immunosorbent assay was performed once with 3 biological replicates per condition. Statistical differences were determined by an independent t test (one-tailed), one-way ANOVA, or repeated measures ANOVA using Prism v.9 (GraphPad) software. In the case of datasets with non-normal distribution and unequal variance, a permutation test was performed using R Studio. Statistical significance was accepted at *p* ≤ 0.05.

### Study approval

All animal procedures were approved by the Institutional Animal Care and Use Committee at Cedars-Sinai Medical Center.

## Acknowledgments

We gratefully acknowledge expert Illumina sequencing by the Applied Genomics, Computational, and Translational Core at Cedars-Sinai Medical Center and bioinformatics by Xiangming Ding at TACGenomics. Financial support for this research project was provided by the 10.13039/100000002National Institutes of Health (R01 HL155346 to E.M.) and the 10.13039/100005202Muscular Dystrophy Association (DG578294 to R.G.R.). General laboratory support was provided by the 10.13039/100000002National Institutes of Health (R01 HL167921 to R.G.R.). E.M. holds the Mark S. Siegel Family Foundation Distinguished Chair of the Cedars-Sinai Medical Center.

## Author contributions

Conceptualization, R.G.R. and E.M.; experimental design, R.G.R. and E.M.; data collection, R.G.R., J.A., M.F., A.O., L.S., J.A., J.Z., N.M., A.C., and J.V.; data analysis, R.G.R.; manuscript drafting, R.G.R.; manuscript editing, R.G.R. and E.M.; funding, R.G.R. and E.M.; final approval, R.G.R.

## Declaration of interests

E.M. owns founder’s equity in Capricor Therapeutics.

How the deposited data were processed for this re-analysis (not part of the article)

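Soleus muscles from 2 *mdx* mice given mCDCs and 2 given vehicle were measured by RNA-seq at the 12-month endpoint. The authors mapped single-end reads to a UCSC transcript set with Bowtie 2 and deposited RSEM expected counts per gene without normalization; the paper's text gives no version of the transcript set or genome build, so no coordinates are printed here. The deposited expected counts summed to between 22481391 and 27187425 per library, a 1.21-fold range, with a median of 26124563. Of the 24054 symbols, 22969 were paired with a current gene by their own name and 949 by an older name, and 136 were not paired; names, transcript lengths and GC content came from GENCODE and RefSeq annotation of GRCm38. Genes of the mitochondrial genome are not listed in the table and were not analysed here. Exercise, force, histology, antibody and imaging data were not used here.

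Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, trimmed mean of M-values scaling, and the quasi-likelihood F-test in the form introduced with edgeR version 4 (legacy = FALSE). A first look at the data used the legacy form, which that release applies by default and which called 168 genes higher and 376 lower; the form fixed before the data were examined was kept. CPM used a prior count of 2 on the log2 scale. Genes at or under 3 counts in both libraries of a group are given as a bound on the fold change against that floor, which covers counting error only. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F.

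Gene lists were tested with camera in limma 3.58.1, and with fry, camera with an estimated correlation, and fgsea 1.28.0 with 10000 permutations as alternatives. There were 19 gene lists, written by hand after the names in Figures 2C and 2D and the text, and 19 marker lists for cell types, fiber types, handling and time of day; all were written before the data were examined and none is a database's own set. 16 marker lists had at least 2 tested genes. 1 further list, of glucocorticoid-responsive muscle genes, was written after the genes with the smallest p had been seen and has no adjusted p. Over-representation was tested with Fisher's exact test, two-sided, against all genes tested. The genes named are the 5 with the smallest p in each direction whose libraries did not overlap between groups, a set of dystrophin, fibrosis, myogenic and pathway genes chosen before the data were examined, and called members of the lists discussed; 2 libraries against 2 do not overlap in 33.3% of cases by chance. Foxm1, with 33 counts over all libraries, was not tested.

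Alternatives were DESeq2 1.42.0, edgeR's exact, likelihood ratio and legacy tests, DESeq2-type size factors, other filters on low counts, thinning to the smallest library, the replicate number as a block, removal of a length and GC trend, and leaving out each library in turn. The procedure was tested on simulated data with 200 changed genes, where 91.9% of genes changed 2-fold and 99.8% of genes changed 4-fold were called. A median of 176 genes had an adjusted p under 0.05, of which 90.8% were changed genes. The changed genes left out those of lowest expression and all genes varied independently, so these shares need not hold for such genes or for the real libraries. In the simulated data with no change, a median of 2.5 genes had an adjusted p under 0.05 from the quasi-likelihood test. Transcripts of genes at the floor in one group were compared with all other transcripts by shared 31-base words.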

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

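The comparison of shared 31-base words, the summing of copies and the leaving out of libraries for the clock lists were chosen only after the result was seen. No group held enough libraries to test for an outlying sample.

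3 of the named genes, which the paper does not discuss, were at or under 3 counts in both libraries of one group and above that in the other. Gm11757 was at least 20.7-fold higher and Ccl21b at least 9.67-fold higher in mCDC muscles, and Gm21541 was at least 12.5-fold lower. Reads shared between near-identical gene copies are a candidate explanation. Of the 8 called genes at the floor in one group, 75% had an expected count that was not whole, as a divided read gives, against 33.3% of 1503 other tested genes with totals in the same range (Fisher's exact test, two-sided, p = 0.020). Ccl21b shares all of its 31-base words with Gm10591, Gm13304 and Gm21541. Summed over Ccl21b and the 4 listed genes that share most of its sequence, the mCDC libraries had 2.72 and 1.41 CPM and the vehicle libraries 3.98 and 2.34, so the rise of Ccl21b was not a rise of the group. That sum includes Gm21541 and overlapped between the groups. A sum of Gm21541 with only the 2 listed genes that share most of its own sequence, 1.50 and 0.45 CPM against 3.95 and 2.30, omits Ccl21b, to which the reads could have gone, and so decides nothing. Gm11757 rose where its copy Gm11758 fell, from 72 and 56.9 counts in the vehicle libraries to 18.0 and 24.0 in the mCDC libraries, and the sum over 3 copies was 3.11, 3.90, 2.78 and 3.10 CPM. The assignment of reads to copies may also follow sequence variants carried by the mice, which the counts do not show. Of the other called genes at the floor, named after their values were seen, Gm3317 shares all of its 31-base words with other genes. Summed with the 12 listed genes that share most of its sequence, it overlapped between the groups. That sum was 6.34 and 6.89 CPM in the mCDC libraries and 6.62 and 9.82 in the vehicle libraries. Lor and Unc13c share none of their 31-base words with other genes and Muc4 shares 5.19%. Shared copies were thus not found for these 3, and LOC100861978 had no transcript to compare.

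The 10 clock output genes had a median log2 fold change of -0.58, lower in both mCDC libraries than in both vehicle libraries (camera adjusted p = 6.3e-09, but fry adjusted p = 0.670), and the paper does not discuss them. The median was -0.41 without mCDC replicate 1, -1.03 without mCDC replicate 2, -0.56 without vehicle replicate 1 and -0.78 without vehicle replicate 2. Per3, Per2, Hlf, Dbp and Ciart were called lower, while Nr1d1 and Bhlhe41 were higher at 0.46 and 0.11. Gene length or GC content does not account for it, since the median was -0.54 with that trend removed. The 2 groups may have been taken at different times of day. Genes of the opposite phase would then be higher. Their list passed camera in that direction (adjusted p = 0.0489, and 0.0600 with at least 10 counts in every sample), its mean was higher in both mCDC libraries than in both vehicle libraries, and the median was 0.12, with Arntl and Npas2 called higher at 0.85 and 0.96 and Clock and Cry1 at -0.13 and -0.06. That median was -0.011 without mCDC replicate 1, 0.48 without mCDC replicate 2, 0.73 without vehicle replicate 1 and -0.043 without vehicle replicate 2. Time of day and treatment cannot be told apart in 2 muscles per group with no hour in the sample records. An effect of mCDCs on the clock stays open and untested.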

How the results depend on the processing

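Alternatives were set before the data were examined, and the cause of each change below was not tested unless it is stated. The counts of genes called stayed within 1.5 times across the other tests, scalings, filters, thinning and blocks, at 156 to 217 higher and 264 to 466 lower. With an adjusted p under 0.05 required as well, 0 genes were higher and 0 lower; against a 1.5-fold threshold inside the test (glmTreat), 60 were higher and 122 lower, as a stricter test gives. Genes with an adjusted p under 0.05 numbered 48 with DESeq2, 58 with the exact test and 66 with the likelihood ratio test, against 0 with the quasi-likelihood test, where 947 had an unadjusted p under 0.05.

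The correlation of the deviations of same-numbered libraries was -0.039, so the numbers are not known to pair the muscles. With the replicate block, 172 genes were higher and 309 lower, the median of muscle cell differentiation was 0.053 with a camera adjusted p of 0.0572, that of regulation of myoblast differentiation was 0.021, and the odds ratio of stem cell population maintenance was 2.36. With the block and the length and GC trend removed together, 1 gene had an adjusted p under 0.05, and the medians turned to 0.064 for muscle cell proliferation, 0.0032 for the ERK1 and ERK2 list, 0.060 for myoblast differentiation, 0.0075 for myoblast fusion, 0.082 for stem cell population maintenance and 0.020 for the synaptic vesicle list.

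With the length and GC trend removed alone, medians turned to 0.047 for muscle cell proliferation, 0.053 for myoblast differentiation, 0.029 for myoblast fusion, 0.080 for stem cell population maintenance and 0.031 for the synaptic vesicle list, where the median of all genes moved from -0.0094 to 0.032, so that the fusion and synaptic vesicle lists stayed below it. Myh8 turned to 0.017, and the odds ratio of muscle cell proliferation was 2.53 (Fisher's exact test, adjusted p = 0.0547). The share of calls that were higher moved from 31.5% to 43.4%.

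Under fry and under camera with an estimated correlation, none of the 10 lists passed; the medians, which do not change with the test, were 0.15 for electron transport, 0.20 for beta oxidation, 0.050 for muscle cell differentiation and -0.30 for collagens and fibrosis. fgsea changed no call on the 19 lists. With thinned counts, muscle cell differentiation had a median of 0.061 (camera adjusted p = 0.0521) and no longer passed, myoblast differentiation turned to 7.2e-04 and tryptophan metabolism to -0.0024. Tryptophan metabolism also turned to -0.054 with the Reactome set, of which only 3 genes were tested. It turned to -0.019 with at least 10 counts in every sample and -0.013 with no filter, and myoblast differentiation to 0.0024 with RLE size factors. Among the genes called lower only, the odds ratios of muscle cell differentiation and proliferation were 1.18 and 2.16; with DESeq2 that of myoblast fusion was 4.07.

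Leaving out each library leaves 1 muscle in a group, so only values are given, as differences in log2 CPM. Of the 172 genes called higher, between 84 (without mCDC replicate 2) and 162 kept over 1.5-fold in the same direction. Across these fits the medians ran from 0.044 to 0.27 for electron transport, 0.16 to 0.28 for mitochondrial import, 0.073 to 0.29 for translation, 0.11 to 0.38 for rRNA processing, 0.081 to 0.24 for proteasome degradation, -0.28 to -0.034 for the PLK1 and FOXM1 list, -0.45 to -0.053 for extracellular matrix, 0.12 to 0.27 for beta oxidation, 0.060 to 0.071 for muscle cell differentiation, -0.076 to 0.032 for muscle cell proliferation, -0.041 to 0.028 for stem cell population maintenance, -0.20 to -0.033 for myoblast fusion, -0.030 to 0.081 for myoblast differentiation, -0.53 to -0.092 for collagens and fibrosis, -0.45 to 0.0020 for the syndecan-1 list, -0.16 to 0.083 for the ERK1 and ERK2 list, -0.022 to 0.072 for oxidative stress, -0.14 to 0.11 for tryptophan metabolism and -0.030 to 0.031 for the synaptic vesicle list. Marker lists ran from -1.03 to -0.41 for clock output, 0.032 to 0.55 for immediate early genes, -0.77 to -0.13 for fibroblasts, -0.95 to -0.59 for tendon, 0.10 to 0.17 for slow fibers, 0.021 to 0.19 for cardiac muscle, -0.070 to 0.21 for embryonic fibers, -0.070 to 0.31 for fast fibers, -0.21 to 0.19 for interferon-stimulated genes, -0.76 to 0.056 for Schwann cells, -0.84 to 0.78 for adipocytes, -0.043 to 0.73 for the morning clock genes, -0.96 to 0.10 for endothelial cells, -0.60 to 0.21 for macrophages, -1.07 to 0.26 for red blood cells and -0.076 to 0.24 for satellite cells. Log2 fold changes ran from 0.51 to 1.47 for Myog, 0.45 to 1.18 for Myod1, 0.63 to 0.84 for Pax7, -0.99 to -0.44 for Fn1, -0.86 to -0.31 for Col1a2, -0.68 to -0.35 for Postn, -0.53 to 0.22 for Myh8, -0.41 to 0.51 for Tmem8c, -0.63 to 0.071 for Col1a1, -0.67 to 0.042 for Col3a1, -0.93 to 0.60 for Ctgf, -0.056 to 0.13 for Myf5, -0.42 to 0.32 for Sdc1 and -0.25 to 0.13 for Tgfb1. Without vehicle replicate 2, 17 of 65 values changed sign, against 8, 5 and 7 without mCDC replicate 1, mCDC replicate 2 and vehicle replicate 1.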

Differences from the paper's values

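The numbers of genes called, 172 higher and 374 lower, were within 1.5 times of the paper's 152 and 384. No setting gave the paper's exact pair; DESeq2 gave 157 higher and 270 lower, and a filter of at least 10 counts in every sample gave 156 and 351.

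Several calls differed, with the limit that the lists used here were written by hand and are not the paper's sets. The paper shows tryptophan metabolism and the synaptic vesicle pathway as suppressed in Figure 2D; here neither passed, with a camera adjusted p of 0.881 for each. Camera and fgsea gave both a direction lower in mCDC muscles, with medians of 0.025 and -0.0052, of which that of tryptophan metabolism was below 0 with the Reactome set, thinned counts and either other filter on low counts. Only 3 genes of that Reactome set were tested, against 26 of the list written by hand (camera adjusted p = 0.99 with the Reactome set). The paper also shows the PLK1 and FOXM1 pathways as suppressed. Here the median was -0.20 and the camera adjusted p 0.0795. The list passed with no filter on low counts, at -0.33. It also passed with the length and GC trend removed, at -0.10, with or without the replicate number as a block. It did not pass with RLE size factors, at least 10 counts in every sample, thinned counts or the block alone. Nor did it pass under fry, fgsea or camera with an estimated correlation, or with the Reactome set in its place. Its median was -0.034 without vehicle replicate 2 and -0.28 without vehicle replicate 1. The paper names stem cell population maintenance and regulation of myoblast fusion among terms with high enrichment; here neither passed among the called genes, at odds ratios of 1.74 and 2.61. Fusion passed with DESeq2's calls, at 4.07, and stem cell population maintenance with the replicate number as a block.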

Other observations

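The tests of the fibrosis lists and of the lists across splits were chosen only after the result was seen. So were the comparisons of list medians with the spread between libraries, and the libraries left out for the stress and regeneration lists. The tests as first set were the sign of the electron transport median and camera on the stress and regeneration lists. They were written after the fit with the legacy quasi-likelihood test had been seen.

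In 20 simulated data sets with no change, the highest number of calls was 416 and the median 361, against 546 here. A split of the libraries unrelated to treatment, mCDC replicate 1 and vehicle replicate 2 against the others, also passed the highest simulated number, with 425 calls, so the simulation, which treats genes as independent, does not exclude unchanged genes as the source of the calls. 1 of the 3 splits of the 4 libraries, the real one, gave as many calls, and 3 splits cannot give a share under 0.05. Genes with an unadjusted p under 0.05 from the quasi-likelihood test numbered 947 in the real split. They numbered 507 and 537 in the other 2, where 683 would be reached by chance. With 3 splits, that difference has the same limit. For the gene lists, the real split had 10 of 19 past camera's threshold and the other 2 had 8 and 4, and again 1 of the 3 splits gave as many. Splits unrelated to treatment alone thus passed many lists, including electron transport, with a median of -0.18 and an adjusted p of 2.0e-07 when mCDC replicate 1 and vehicle replicate 1 were set against the others.

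Lists of mitochondrial, translation and proteasome genes were higher in mCDC muscles. Gene length or GC content does not account for all of this, since the lowest of the 6 medians was 0.13 with that trend removed. All 6 lists still passed camera. A part may still follow length or GC, as the median of all genes moved up from -0.0094 to 0.032. For electron transport, camera's adjusted p went from 2.7e-07 to 6.4e-04. The median of the electron transport list kept its sign whichever library was left out, which was the test as first set. A dependence on 1 library stays open by its size: the lowest of these medians was 0.044, without vehicle replicate 1, less than the spread of 0.12 between libraries of a group. The lowest medians of translation and rRNA processing, 0.073 and 0.11, were also less than their spreads, 0.14 for each. Those of mitochondrial import, beta oxidation and proteasome degradation, 0.16, 0.12 and 0.081, were more than theirs, 0.050, 0.076 and 0.067. Each spread includes the library left out.

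Fibrosis and matrix lists were lower in mCDC muscles. Gene length or GC content does not account for all of this, since the median of the fibrosis list was -0.22 with that trend removed, against -0.30 before. Both vehicle libraries lay above both mCDC libraries in the mean of either list, as 2 libraries against 2 are separated in 33.3% of cases by chance. Vehicle replicate 2 may carry much or all of the difference: without it the medians were -0.092 for the fibrosis list and -0.053 for the matrix list. Both lay below 0 by less than the spread between libraries of a group, 0.18 and 0.14. That spread includes vehicle replicate 2, so it cannot tell whether a difference remained without it. In log2 CPM, the fibrosis list stood at 4.13 and 4.23 in the mCDC libraries and 4.25 in vehicle replicate 1. The matrix list stood at 3.33 and 3.31 against 3.42. A candidate explanation is more non-muscle tissue in the piece of muscle of vehicle replicate 2. Of 7 non-muscle lists, 5 (fibroblast, macrophage, endothelial, Schwann and red blood cell genes) were highest in vehicle replicate 2 and 2 (adipocyte and tendon genes) in vehicle replicate 1. The fibroblast list stood at 5.24 and 5.09 in the mCDC libraries and at 5.22 and 5.99 in vehicle replicates 1 and 2. For what goes with vehicle replicate 2, more fibrosis in that mouse, other tissue in the sample and an effect of mCDCs cannot be told apart, since it is a single library.

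Stress-induced genes were higher in mCDC muscles. Rrad had 240 and 506 CPM in mCDC replicates 1 and 2 and 83.6 and 57.4 in vehicle replicates 1 and 2, and Tnfrsf12a 200.7 and 415 against 95.0 and 88.7. An acute response when the muscle was taken may contribute. The immediate early gene list had a median of 0.24 (camera adjusted p = 0.0316), which met the test as first set, but of 0.15 without mCDC replicate 2, 0.032 without vehicle replicate 2 and 0.55 without mCDC replicate 1, and its mean in mCDC replicate 1, 4.05, lay between those of the vehicle libraries, 4.08 and 4.03. More regenerating fibers may contribute as well. The embryonic and newborn fiber list had a median of 0.15 (camera adjusted p = 0.0489), which also met the test as first set. Its median was -0.070 without mCDC replicate 1, and it did not pass with at least 10 counts in every sample. Of its 12 tested genes, 9 were higher in mCDC muscles. Myh3 and Myh8, the myosins of regenerating fibers, were not, with log2 fold changes of -0.15 and -0.12. An acute response and more regenerating fibers cannot be told apart here.

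Of the other marker lists, medians were 0.16 for slow and 0.07 for fast fibers, 0.01 for satellite cells, -0.47 for fibroblasts, -0.47 for macrophages, -0.28 for adipocytes, -0.49 for endothelial cells, -0.42 for Schwann cells, -0.78 for tendon, -0.67 for red blood cells, 0.12 for cardiac muscle and -0.04 for interferon-stimulated genes. Camera passed 10 of the 16 marker lists, and 9 and 12 in the other 2 splits of the libraries. Beside the clock, immediate early and embryonic lists these were fibroblasts (adjusted p = 1.3e-05), tendon (6.0e-05), red blood cells (7.1e-04), endothelial cells (0.00596), slow fibers (0.0489) and Schwann cells (0.0489), of which slow fibers and Schwann cells did not pass with at least 10 counts in every sample. No marker list passed under fry, where the smallest adjusted p was 0.670. The glucocorticoid-responsive list, chosen after the smallest p-values were seen, had a median of -0.25. Its mean overlapped between the groups.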
